A study of Plasmodium berghei with 4 samples. Its data were reported in "Plasmodium parasites mount an arrest response to dihydroartemisinin, as revealed by whole transcriptome shotgun sequencing (RNA-seq) and microarray study" (2015).

How the data were processed

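RNA-seq libraries were analysed from parasites of 4 mice infected with P. berghei ANKA, of which 2 received vehicle and 2 received DHA. Per the labels, mice were injected 24 h after infection, white cells were removed from the blood on a cellulose column and parasites were released from red cells with saponin. Stranded libraries of polyadenylated RNA were sequenced as 150 bp read pairs on 2 MiSeq flow cells. The assignment of libraries to flow cells was not used here, so a difference between flow cells was not tested.

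The deposited values are raw counts: the authors counted, for each annotated gene, the first reads of a pair that mapped to its sense strand. Before counting, the authors removed reads matching ribosomal RNA by BLAST, trimmed uncalled bases, and removed exact duplicates and reads of low mean quality. Reads were mapped with TopHat2 and Bowtie2 to the P. berghei ANKA and mouse genomes, with 1 location kept per read. Reads that appeared to be duplicates after mapping were also removed. The counts were made exon by exon and summed, so a read that touches more than 1 exon adds more than 1 count. Duplicate removal limits the count that an abundant gene can reach, and reads from near-identical genes can be assigned to either copy. A test bearing on each is given in the closing section.

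Each library listed 5164 gene IDs. The RefSeq gene table of the P. berghei ANKA assembly matched 4918 of them (95.2%) by older locus tag. Its build differs from the one the authors used, so its coordinates served only to order the genes along each chromosome. The table gave gene classes, which genes neighbour each other and which lie near a chromosome end. The study filtered out genes that do not code for protein. Here 207 IDs were left out, namely 73 pseudogenes, 25 small nucleolar RNAs and 109 IDs that name an RNA. The 144 IDs that had no match and do not name an RNA were kept, although some of them may not code for protein. CPM here is the count per 1000000 counts of the library. Genes needed at least 1 CPM in every library, which left 4495. With these library totals, 1 count was worth 1.50 to 3.07 CPM and the filter kept any gene with at least 1 count in every library. Of the tested genes, 1307 (29.1%) had fewer than 10 counts in at least 1 library.

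Differential expression was tested as in the study's methods, with limma 3.58.1 in R 4.3.3. Counts were scaled by trimmed mean of M values (TMM) in edgeR 4.0.16, and voom was run with sample quality weights. The model held the group only. The TMM factors were 0.923 and 0.934 for vehicle replicates 1 and 2, and 1.04 and 1.11 for DHA replicates 1 and 2. The sample weights were 1.24 and 1.20 for the vehicle libraries and 0.815 and 0.826 for the DHA libraries. P-values are two-sided and adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Standard errors are those of the moderated model. Values of single libraries are TMM-normalised CPM. Replicate numbers come from the sample titles and shared numbers were the basis of the pairing that was checked. The figures were drawn with matplotlib 3.10.9.

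The genes named were chosen by a rule fixed before the data were examined. They are the 5 largest decreases and the 5 largest increases past the threshold, in which both DHA values lie on the same side of both vehicle values. CYP19A and ERC were added because the study discussed them for this species. The rule was written with the paper and its supplementary gene list already read. Thioredoxin 1, thioredoxin peroxidase 1, EXP1 and K13 were also listed in the rule and were not analysed here. Sets of ribosomal, glycolytic, proteasome and exported protein genes were planned and were not analysed here. The RefSeq gene table gave no product names, and the study's gene descriptions were not used to form sets.

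The alternatives were plain voom without weights, edgeR's quasi-likelihood test, DESeq2 1.42.0, other scalings, other filters, a replicate block, counts thinned to the smallest library, a stricter threshold and leaving out each replicate. The REML sample weights, 20 random gene orders, DESeq2 without its filter on mean counts and a fit without the unmatched IDs were added after the data were seen. The code was tested on simulated data before use. In 10 simulations of 4495 genes, of which 200 were changed by a log2 fold change of 1, the limma test recovered 41.5% of the changed genes and 3.60% of its calls were false. Simulations without changed genes gave 0 calls.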

Results

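The data were strand-specific RNA-seq read counts per gene of the rodent malaria parasite Plasmodium berghei ANKA, taken from the blood of infected mice. The mice had been injected with dihydroartemisinin (DHA), the active form of the artemisinin drugs, at 10 mg/kg, or with the vehicle, 30% DMSO in water. Blood was taken 2 h after injection. Each group held 2 libraries, each from a different mouse, so n = 2 per group throughout. The total count was 666776 in vehicle replicate 1 and 369066 in vehicle replicate 2. It was 451634 in DHA replicate 1 and 325398 in DHA replicate 2. The median count of a tested gene was 46 and 25 in vehicle replicates 1 and 2, and 37 and 28 in DHA replicates 1 and 2. The smallest level that 3 counts could show ranged from 4.50 CPM (counts scaled to the library total) in vehicle replicate 1 to 9.22 CPM in DHA replicate 2. This floor, like the intervals given below, covers counting error only, since reads without molecular identifiers are not independent molecules.

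The libraries of a group were not always the closest pairs. Across the 4495 tested genes, Pearson's r of log2 CPM was 0.960 between the vehicle replicates and 0.949 between the DHA replicates. Between groups it ranged from 0.933, for vehicle replicate 2 with DHA replicate 2, to 0.962, for vehicle replicate 1 with DHA replicate 1, the only pair between groups above the vehicle replicates. By the median absolute log2 difference, the vehicle replicates were the closest pair at 0.28, against 0.32 for vehicle replicate 1 with DHA replicate 1. The DHA replicates differed by 0.344, so DHA replicate 1 was closer to vehicle replicate 1 and to vehicle replicate 2 (0.339). DHA replicate 2 was farther from vehicle replicates 1 and 2, at 0.435 and 0.436. These correlations and differences are taken across genes, which are not independent replicates. Each library came from a different mouse and was counted as a separate sample. Replicates did not agree within sampling noise, as a library listed more than once would, with a chi-square per degree of freedom of 1.86 between the vehicle libraries and 3.05 between the DHA libraries.

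The share of all counts taken by the 50 most abundant genes of a library was 20.4% (95% Wilson interval 20.3 to 20.5) in vehicle replicate 1 and 21.3% (21.1 to 21.4) in vehicle replicate 2. It was 17.8% (17.7 to 17.9) in DHA replicate 1 and 17.0% (16.9 to 17.1) in DHA replicate 2. The mean was 20.8% ± 0.616 (SD, n = 2) under vehicle and 17.4% ± 0.568 (SD, n = 2) under DHA. The groups did not overlap, but an exact two-sided permutation test of 2 libraries against 2 cannot give a p below 0.333.

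The question of the comparison was which parasite transcripts change within hours of drug exposure in the animal. Of 4495 genes, 98 changed between DHA and vehicle at a limma voom adjusted p under 0.05. Of these, 71 were lower and 27 were higher under DHA. At an unadjusted p under 0.05 there were 694 genes. In all 98 genes, both DHA values lay on the same side of both vehicle values. The median log2 fold change was -0.79 among the lower genes and 1.19 among the higher genes. The alternative that moved the count most was another estimator of the sample weights (REML), with 663 genes. Scaling by library size alone changed the majority direction, with 32 genes lower and 117 higher. No external standard was used here, so each fold change is relative to the other transcripts of the same library. With the replicate number as a block, 131 genes changed, 88 of them lower and 43 higher. The sample weights of that fit were all 1, and plain voom without weights or block gave 81 genes. Deviations of same-numbered libraries from their group means correlated at 0.0704 across genes. The log2 changes of same-numbered pairs correlated at 0.235 across genes, against 0.161 for crossed pairs.

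**Figure D1:**
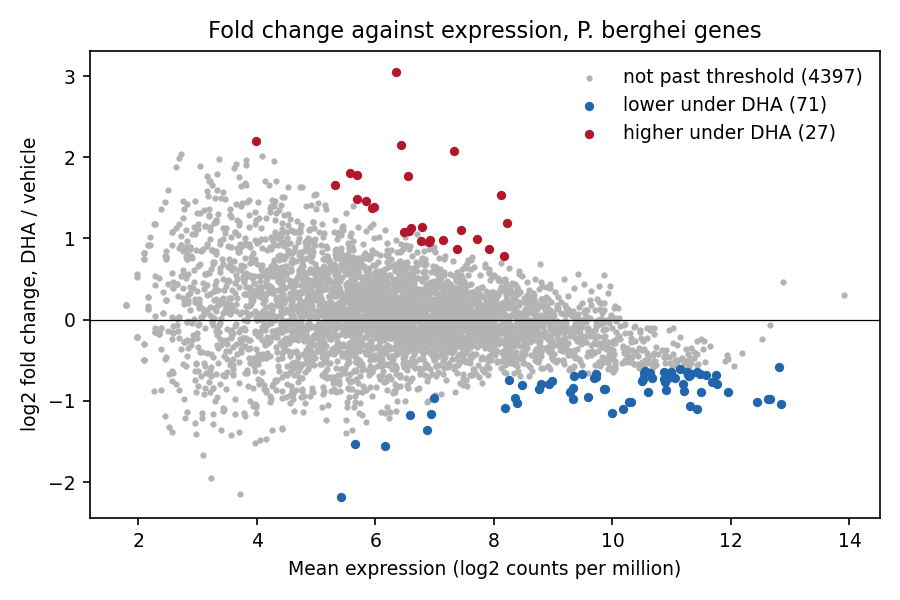
Log2 fold change of DHA over vehicle (vertical axis) against mean expression in log2 CPM (horizontal axis) for the 4495 tested genes, each point a gene. With TMM scaling, the 71 genes lower under DHA (blue) lie mostly at high expression and none of the 27 higher genes (red) is in the highest interval, whereas library-size scaling gave 32 lower and 117 higher genes.

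The gene with the largest decrease was PBANKA_021510, with a log2 fold change of -2.18 (SE 0.50, limma adjusted p 0.00757). Its normalised level was 97.6 ± 35.9 CPM (SD, n = 2) under vehicle and 18.7 ± 6.76 CPM (SD, n = 2) under DHA. This difference rested on 44 and 42 counts in the vehicle libraries and on 11 and 5 counts in the DHA libraries. PBANKA_051400 followed with a log2 fold change of -1.56 (SE 0.36, limma adjusted p 0.00837), from 122 ± 6.58 CPM to 40.6 ± 6.10 CPM (SD, n = 2 each). The other 3 of the 5 largest decreases, PBANKA_020690, PBANKA_041000 and PBANKA_041850, had log2 fold changes of -1.53, -1.36 and -1.18. In the test on counts thinned to the smallest library, all 5 decreases kept their direction and none had an adjusted p under 0.05.

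The gene with the largest increase was PBANKA_041340, with a log2 fold change of 3.05 (SE 0.34, limma adjusted p 1.4e-08). It rose from 27.1 ± 1.10 CPM under vehicle to 235 ± 14.9 CPM under DHA (SD, n = 2 each). The counts were 17 and 9 in the vehicle libraries against 105 and 88 in the DHA libraries. PBANKA_144790 increased by 2.15 on the log2 scale (SE 0.31, limma adjusted p 7.94e-06), from 39.6 ± 2.11 CPM to 182 ± 15.2 CPM (SD, n = 2 each). PBANKA_136160, PBANKA_081945 and PBANKA_020270 increased by 2.2, 2.07 and 1.80 on the log2 scale. PBANKA_136160 had only 4 and 2 counts in the vehicle libraries. PBANKA_081945 and PBANKA_021510 had no match in the RefSeq gene table. The study's gene descriptions give PBANKA_081945 as an RNA and PBANKA_021510 as a pseudogene, so neither belongs among protein-coding genes by that description. With all IDs without a match left out, 93 genes changed, 68 lower and 25 higher.

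CYP19A and ERC were examined because the study discussed them for this species. The study had reported both as significantly lower under DHA in these same libraries, so their decrease was known beforehand. PBANKA_121650 (CYP19A) had a log2 fold change of -1.06 (SE 0.18, limma adjusted p 0.000107). Its level was 3674 ± 218 CPM under vehicle and 1776 ± 452 CPM under DHA (SD, n = 2 each). PBANKA_093840 (ERC) had a log2 fold change of -0.86 (SE 0.18, limma adjusted p 0.0023). Its level was 2592 ± 227 CPM under vehicle and 1436 ± 275 CPM under DHA (SD, n = 2 each). Both differences were larger than the spread between replicates.

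**Figure D2:**
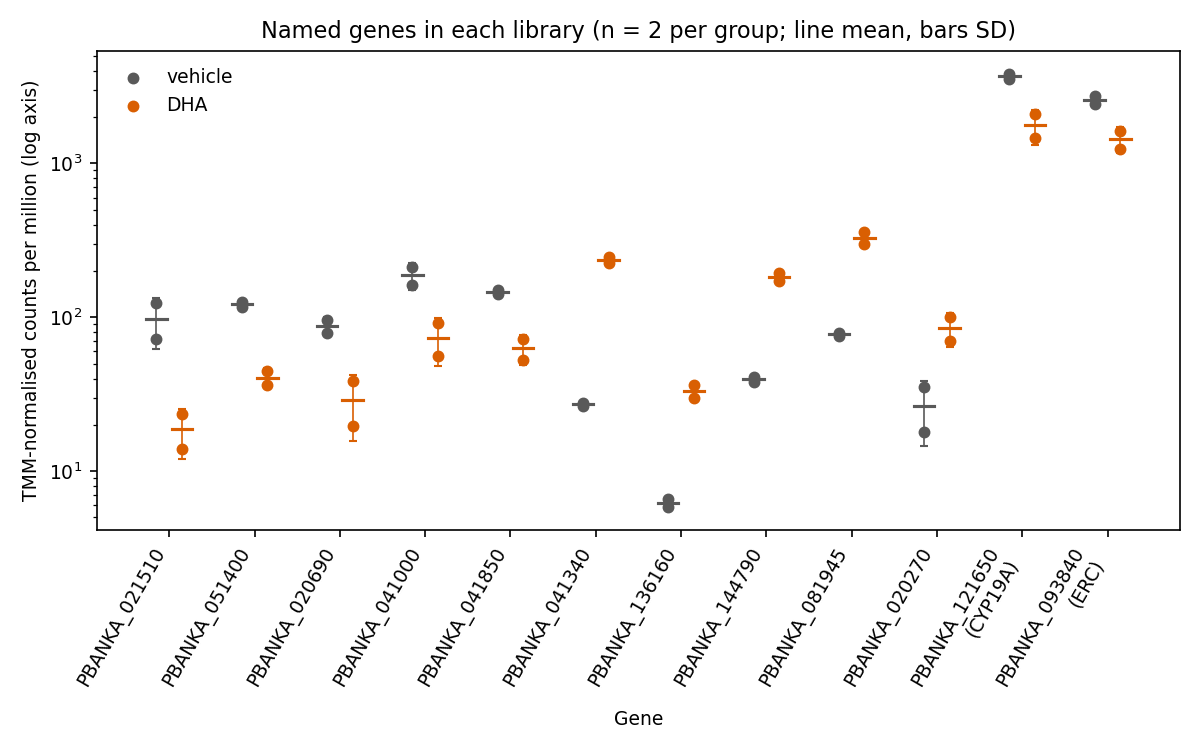
TMM-normalised CPM (vertical log axis) of the 12 named genes (horizontal axis) in each library, with points for the 2 vehicle libraries (grey) and the 2 DHA libraries (orange), a line at the group mean and bars of 1 SD. In each gene both DHA points lie on one side of both vehicle points, as in PBANKA_041340 with 235 ± 14.9 CPM under DHA and 27.1 ± 1.10 CPM under vehicle.

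A further comparison asked whether the change depended on the expression level of the gene. Across the 4495 genes, Spearman's rho between log2 fold change and mean expression was -0.281. It was -0.280 with plain voom without sample weights, and -0.254 when computed directly from group means of log2 CPM. In single comparisons of a DHA with a vehicle library, rho ranged from -0.118 (DHA replicate 1 with vehicle replicate 2) to -0.265 (DHA replicate 2 with vehicle replicate 1). Between the vehicle replicates it was 0.116, and between the DHA replicates 0.0715. Leaving out vehicle replicate 1 moved the rho from group means to -0.138. Genes were split by mean expression into 8 intervals of nearly equal size. The median log2 fold change was 0.22 in the lowest interval, 0.10 in the fourth and -0.26 in the highest. Read directly from normalised values, the lowest interval gave 0.15, smaller in size than the -0.21 between the vehicle replicates. The rise in the lowest interval was therefore within replicate differences. In intervals 2, 3 and 4, counted from the lowest, DHA minus vehicle was 0.19, 0.13 and 0.10. The larger replicate difference there was -0.11 (DHA), -0.06 (vehicle) and -0.03 (DHA), so the rise exceeded both replicate differences in each. Every single comparison of a DHA with a vehicle library was positive in these intervals. Of the 71 lower genes, 59 were in the highest interval, which held none of the 27 higher genes. The power to call a gene also differed along this axis, since the median SE of the log2 fold change fell from 0.72 in the lowest interval to 0.19 in the highest. The smallest change called was 0.58 on the log2 scale in the highest interval and 2.2 in the lowest. The correlation across genes of the log2 change in same-numbered pairs rose from 0.0900 in the lowest interval to 0.542 in the highest. A small change in a gene of low expression was therefore not detectable at this depth.

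**Figure D3:**
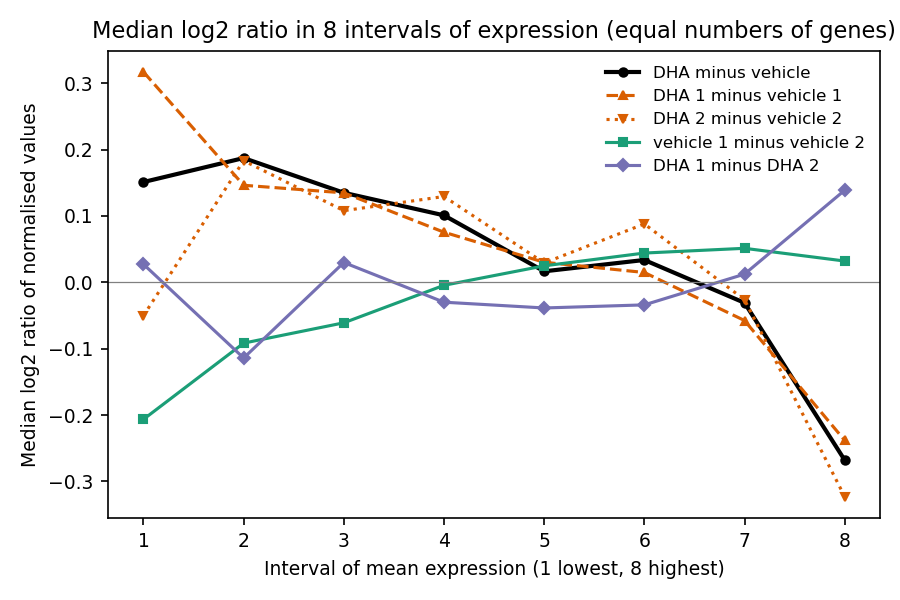
Median log2 ratio of normalised values (vertical axis) in 8 intervals of mean expression, lowest to highest (horizontal axis), for DHA minus vehicle, 2 single DHA and vehicle pairs, and the replicates of each group. In the highest interval DHA minus vehicle was -0.27 and both single pairs were negative (-0.24 and -0.32), while the vehicle replicates differed by 0.03 and the DHA replicates by 0.14. In the lowest interval DHA minus vehicle was 0.15 and the single pairs differed in sign (0.32 and -0.05). The vehicle replicates differed by -0.21 there and the DHA replicates by 0.03.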

Values the study reported

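The study reported 87 genes with a significant change in expression in P. berghei after DHA treatment. It counted 14 of the genes without P. falciparum orthologues as exported proteins particular to rodent parasites. Orthologues in P. falciparum were given for 68 of the changed genes, and 51 of those orthologues also responded to DHA in rings, trophozoites or both.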

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

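The alternatives marked in the methods as added were chosen after the data were seen. Against 98 genes changed (71 lower, 27 higher), the count stayed within 1.5 times under plain voom (81), edgeR (75), median-of-ratios scaling (105), no filter on low counts (129), at least 10 counts in every library (92), all genes in the files (108), IDs without a match left out (93), the replicate block (131) and 20 random gene orders (94 to 106). Gene order matters because the sample weights are updated gene by gene.

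Scaling by library size gave 149 genes, 32 lower and 117 higher, so the majority direction reversed. The median log2 fold change of all genes was then 0.24 against 0.03 with TMM. Upper quartile scaling gave 173 genes, 131 lower and 42 higher, and the cause was not tested. REML weights gave 663 genes, 363 lower and 300 higher. The REML weights were 2.53, 0.564, 0.527 and 1.33 for vehicle replicates 1 and 2 and DHA replicates 1 and 2, and why they differ so was not tested. The replicate block gave 43 higher genes, and its sample weights were all 1. Thinned counts gave 40 genes, 31 lower and 9 higher, so depth limits how many genes are called. An adjusted p under 0.01 left 41 genes, 31 lower and 10 higher.

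DESeq2 called 107 genes, 1 of them higher. Its filter on mean counts left 3921 of 4495 genes without an adjusted p, among them all 27 higher genes. Without that filter it called 43 genes, 38 lower and 5 higher, all among the 98. Of the 98 genes, 69 were also called by edgeR and 35 by limma, edgeR and unfiltered DESeq2 together.

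The trend with expression was negative under each alternative for which it was computed on all 4 libraries, from -0.216 with thinned counts to -0.318 with at least 10 counts in every library; it was not computed with DESeq2, REML weights or random gene orders. With each replicate left out in turn, rho was computed from group means of log2 CPM, for which all 4 libraries gave -0.254. It then ranged from -0.271 to -0.138, and the weakest was without vehicle replicate 1. A scaling factor shifts all genes of a library together, so the closeness of rho under other scalings is fixed in advance and shows no stability.

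For the 12 named genes, 161 of 176 tests under alternatives kept direction and threshold, and 15 kept the direction but lost the threshold. None reversed. The 12 genes and 16 settings give more combinations than 176, since a gene without an adjusted p in a setting was not counted. The uncounted ones lie under DESeq2, at least 10 counts in every library and IDs without a match left out. DESeq2 with its filter on mean counts gave an adjusted p only to CYP19A and ERC, so it called none of the other named genes. With one replicate left out, 42 of 48 fold changes moved by less than the replicate SD and 6 by more. With 2 libraries per group, leaving one out moves a group mean by less than the replicate SD unless the weights of the fit shift it. This tally was therefore nearly fixed in advance and is no evidence of stability. All 98 genes keep their sign when a replicate is left out, which follows from their separation in every pair and is no evidence of stability. No calls were made with a replicate left out, since one group then holds 1 library. The corrections for GC content and gene length, the gene sets and their alternatives were not run.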

Other observations

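The tests of low-count noise, of the most abundant genes, of ribosomal RNA carry-over as a whole and of REML weights in other splits were set down before their results were seen; the other tests below were chosen after the pattern was seen.

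The fall of fold change with expression was weighed against technical explanations. Duplicate removal that saturates abundant genes would make a deeper library relatively lower for such genes. Spearman's correlation of the log2 ratio of vehicle replicate 1 over vehicle replicate 2 with expression was 0.116, but it rests on genes of low expression and does not test saturation. DHA replicate 2, the shallowest library, would then be relatively higher for abundant genes than vehicle replicate 1, the deepest. Its median log2 ratio to vehicle replicate 1 in the highest interval was instead -0.40 relative to that of all genes, and -0.33 against vehicle replicate 2. Noise of genes with low counts would remove the trend among well-counted genes, yet rho was -0.429 among the 1272 genes with at least 50 counts in every library. Leaving out the 50 most abundant genes gave -0.239, but so few of 4495 genes can hardly move a rank correlation, so this decides nothing. For chance, 1 of the 3 splits of the 4 libraries into pairs, the real one, gave an absolute rho as large; the others gave 0.130 (replicates 1 against replicates 2) and 0.0203. Of these, only the last parts same-numbered libraries as the real split does. With 3 splits no share can fall under 0.05, so this comparison was fixed in advance and cannot tell the trend apart from chance differences between mice. GC content and gene length were not tested, nor was the mixture of parasite stages. These untested explanations and chance remain open, as does a response of the parasites to DHA that lowers the relative level of abundant transcripts. The tests here do not choose among them.

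The count of 98 genes was likewise reached in 1 of the 3 splits, the real one. The other splits gave 0 genes each, with 142 and 68 genes at an unadjusted p under 0.05. With 3 splits no share can fall under 0.05, and each other split mixes the groups, so this comparison could not decide the question and counts neither for nor against the 98 genes. In the simulations without changed genes, the limma test made 0 calls. Those simulations drew each gene independently, without a shift shared by many genes of a mouse. They therefore cannot tell whether chance differences between mice gave the 98 genes.

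The much larger count with REML weights was tested for inflation in any split. The most genes called in either other split with REML weights was 0, with 348 and 154 genes at an unadjusted p under 0.05. Without REML weights those splits gave 142 and 68 genes at an unadjusted p under 0.05, so the weights raised the unadjusted counts there too, as they did in the real split (694 to 1292). Each other split mixes DHA and vehicle libraries, so the count of 0 is not informative. In the simulations, the REML weights gave 0 calls without changed genes, and with changed genes 4.03% of calls were false and 41.7% of the changed genes were recovered, against 3.60% and 41.5% for the gene-by-gene weights. No inflation was seen there, but the simulated libraries had equal dispersion, so inflation where libraries differ in quality was not tested. Which of 98 and 663 is nearer the number of changed genes remains open.

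The neighbouring genes PBANKA_113330 and PBANKA_113340 were both called lower, each with a log2 fold change of -0.98. Their counts summed to 12306 and 12522 over the 4 libraries, and a chi-square test of their proportions over the libraries gave p 0.980. Of 5 neighbouring pairs with at least 4000 reads per gene, this was the 1 with p above 0.05. That depth limit was set after the pair was noticed; among 38 pairs with at least 1000 reads per gene, 10 had p above 0.05. Reads shared between near-identical copies may explain the match, so the pair could be 1 signal counted as 2 of the 71 lower genes. The sequences were not compared here.

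Among RNA classes left out of the test, an rRNA-class ID on sequence berg05 had 1276, 440, 138 and 63 counts in vehicle replicates 1 and 2 and DHA replicates 1 and 2, a log2 fold change of -2.84 (limma adjusted p 5.76e-15, lower in 2 of 2 DHA libraries). A second on sequence berg06 had 112, 50, 13 and 5 counts, a log2 fold change of -2.96 (limma adjusted p 1.82e-05). The proportion between the IDs did not differ over the libraries (chi-square p 0.524), so they may be a single signal from reads shared between near-identical copies. Carry-over of ribosomal RNA as a whole was tested on the other rRNA-class IDs with at least 10 reads, and 2 of 10 were lower in both DHA libraries. Of these 10 IDs, 7 had fewer than 20 reads over all libraries, among them both that were lower. Of the 3 deeper IDs, 0 were lower in both DHA libraries. The 45 other rRNA-class IDs together held 0.0175% of counts in vehicle replicate 1 (95% Wilson interval 0.0146 to 0.0210), 0.0198% in vehicle replicate 2 (0.0157 to 0.0249), 0.0170% in DHA replicate 1 (0.0136 to 0.0213) and 0.0212% in DHA replicate 2 (0.0168 to 0.0268). The log2 ratio of the group means was 0.0354, so the other IDs together showed no fall. They held only 69 reads in DHA replicate 2 to 117 in vehicle replicate 1, after reads matching ribosomal RNA had been removed. So few remaining reads cannot decide whether ribosomal RNA as a whole was carried over, and that explanation remains open. The authors removed ribosomal reads before counting, and whether that removal differed between libraries for these IDs was not tested, so no biological reading is offered.

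Of 312 genes among the 20 outermost of a chromosome end, 10 were called, all of them lower, against 84 called among the rest of the 4447 placed genes. Fisher's exact test, two-sided, gave p 0.155 for called genes and 0.0258 for lower genes. Widths of 10, 20 and 30 genes were all looked at, with called and lower genes tested at each, and over these 6 tests the Benjamini-Hochberg adjusted values at 20 genes were 0.310 and 0.155. The tests overlap, and none passed the adjustment. The median log2 fold change was lower at the ends at each width, at -0.21 against 0.03 elsewhere for 10 genes, -0.11 against 0.04 for 20 and -0.05 against 0.04 for 30. These medians were not tested, so a shift of genes near chromosome ends remains open.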
